# Silencing CDCA8 Suppresses Hepatocellular Carcinoma Growth and Stemness via Restoration of ATF3 Tumor Suppressor and Inactivation of AKT/β–Catenin Signaling

**DOI:** 10.3390/cancers13051055

**Published:** 2021-03-02

**Authors:** Taewon Jeon, Min Ji Ko, Yu-Ri Seo, Soo-Jung Jung, Daekwan Seo, So-Young Park, Keon Uk Park, Kwang Seok Kim, Mikyung Kim, Ji Hae Seo, In-Chul Park, Min-Ji Kim, Jae-Hoon Bae, Dae-Kyu Song, Chi Heum Cho, Jae-Ho Lee, Yun-Han Lee

**Keywords:** CDCA8, mitosis, HCC, tumor growth, ATF3, GADD34, stemness, Akt, β-catenin

## Abstract

**Simple Summary:**

Although the overexpression of CDCA8 is frequently observed in hepatocellular carcinoma (HCC) tissues, the functions of CDCA8 during HCC development remain to be clarified. The aim of our study was to investigate if targeting CDCA8 could affect liver tumor phenotypes in vitro and in vivo and to identify underlying molecular mechanisms to exert its therapeutic effect. We found that silencing of CDCA8 by siRNA inhibits the growth of parental cancer cell culture and mice tumors and suppresses stemness of CD133^+^ cancer stem cell population through the common responses of the upregulation of the tumor suppressive ATF3/GADD34 functional pathway and inactivation of the Akt/β–catenin signaling axis. These findings suggest CDCA8 as a novel therapeutic target for both primary HCC treatment and the prevention of metastasis or recurrence providing mode of action performed by a CDCA8 inhibitor.

**Abstract:**

Big data analysis has revealed the upregulation of cell division cycle associated 8 (CDCA8) in human hepatocellular carcinoma (HCC) and its poorer survival outcome. However, the functions of CDCA8 during HCC development remain unknown. Here, we demonstrate in vitro that CDCA8 silencing inhibits HCC cell growth and long-term colony formation and migration through the accumulation of the G2/M phase cell population. Conversely, CDCA8 overexpression increases the ability to undergo long-term colony formation and migration. RNA sequencing and bioinformatic analysis revealed that CDCA8 knockdown led to the same directional regulation in 50 genes (25 down- and 25 upregulated). It was affirmed based on protein levels that CDCA8 silencing downregulates the levels of cyclin B1 and p-cdc2 and explains how it could induce G2/M arrest. The same condition increased the protein levels of tumor-suppressive ATF3 and GADD34 and inactivated AKT/β–catenin signaling, which plays an important role in cell growth and stemness, reflecting a reduction in sphere-forming capacity. Importantly, it was demonstrated that the extent of CDCA8 expression is much greater in CD133^+^ cancer stem cells than in CD133^−^ cancer cells, and that CDCA8 knockdown decreases levels of CD133, p-Akt and β-catenin and increases levels of ATF3 and GADD34 in the CD133^+^ cancer stem cell (CSC) population. These molecular changes led to the inhibition of cell growth and sphere formation in the CD133^+^ cell population. Targeting CDCA8 also effectively suppressed tumor growth in a murine xenograft model, showing consistent molecular alterations in tumors injected with CDCA8siRNA. Taken together, these findings indicate that silencing CDCA8 suppresses HCC growth and stemness via restoring the ATF3 tumor suppressor and inactivating oncogenic AKT/β–catenin signaling, and that targeting CDCA8 may be the next molecular strategy for both primary HCC treatment and the prevention of metastasis or recurrence.

## 1. Introduction

Hepatocellular carcinoma (HCC) was the sixth most frequent malignant tumor and the fourth highest cause of cancer death worldwide in 2018, with about 782,000 deaths and 841,000 new cases [1]. The prevalence of HCC varies geographically [2]. Chronic hepatitis B virus infection is the leading cause of HCC; other factors such as alcohol abuse, obesity, hepatitis C virus infection, and type 2 diabetes have also been implicated. Most HCCs are induced by chronic inflammation caused by viral infections, resulting in continuous hepatic inflammation and regeneration of hepatocytes [3]. Regarding therapeutic efficacy, late diagnosis, the presence of other hepatic complications, and a lack of therapy options are limitations in HCC treatment. Conventional treatment options such as liver transplantation, surgical resection, and thermal ablation are performed on HCC patients in the very early or early stages [4,5]. However, liver transplantation is limited by donor organ availability, and the disadvantage of surgical resection is that it does not eliminate parts of the liver that lack function and are at risk of malignant transformation [6]. Currently, sorafenib, a potent small molecule inhibitor of multiple kinases, is the most recommended prescriptive option for the advanced stage (BCLC stage C) of HCC, with invasive or extrahepatic tumor tissues. However, this standard treatment still has limitations in that it can extend a patient’s survival for only about 12 months [7] and that it does not seem to be able to eliminate cancer stem cells (CSCs), as evidenced by frequent cases of tumor relapse and resistance after therapy [8]. Thus, there is an urgent need to identify other novel targets that could be explored for treatment options to improve the therapeutic index. Since HCCs have shown certain common traits selected via genetic and epigenetic alterations [9], targeting any of the common dysregulated genes might provide a new HCC treatment [10].

The disruption of cell cycle regulation is a hallmark for tumor development [11]. Cell division cycle associated 8 (CDCA8) is a component of a chromosomal passenger complex (CPC), which is composed of CDCA8, survivin, INCENP, and Aurora B, and is essential for the stability of the bipolar mitotic spindle. The expression of CDCA8 is widely upregulated in various types of tumors and is required for tumor cell growth and progression [12,13,14,15]. In this study, we found through big data analysis that the overexpression of CDCA8 is significantly correlated with the poor survival of HCC patients. Despite its altered expression, the functions of CDCA8 during HCC progression remain to be determined.

It is well known that a cancer stem cell (CSC) subset is responsible for tumor initiation, migration, recurrence, chemo-resistance, and radio-resistance. We previously reported that upregulation of the CSC marker CD133 promotes HCC development [16]. Identification and characterization of the functional pathways or biomarkers associated with CSC biology will provide useful information for developing novel treatment strategies against both tumor invasion and recurrence.

The purpose of this study is to explore and identify the novel roles of CDCA8 in liver tumor progression. To address this, we first observed whether the inhibition of CDCA8 expression using target-specific siRNA could change HCC phenotypes in vitro and in vivo. We also examined the molecular mechanisms underlying the therapeutic response induced by CDCA8 silencing. We found that targeting CDCA8 inhibits HCC growth and stemness via the restoration of the ATF tumor suppressor and inactivation of the AKT/β–catenin signaling axis. Thus, targeting CDCA8 could be a next-line molecular therapy to effectively reduce the tumor burden and block metastasis or recurrence by eliminating both cancer cells and cancer stem cells in the HCC microenvironment.

## 2. Results

### 2.1. Big Data Analysis of CDCA8 Expression and Its Prognostic Value in HCC

We utilized the publicly available HCC dataset in TCGA with a wider cohort to confirm the relationship between CDCA8 expression and its prognostic value. The level of CDCA8 mRNA in HCC tissues was significantly higher than that in paired, noncancerous tissues (*p* < 0.001) (Figure 1A). Survival analysis showed that higher CDCA8 mRNA levels predicted poorer disease-free survival (*p* = 0.003) and overall survival (*p* < 0.001) of HCC patients (Figure 1B,C).

### 2.2. Silencing of CDCA8 Inhibits HCC Cell Growth, Colony Formation and Migration

Given the statistical relationship between CDCA8 overexpression and poorer patient survival, we first investigated if CDCA8 knockdown could affect HCC cell growth in both the short-term and long-term. To select the siRNA eliciting the highest treatment efficacy and target gene knockdown, we tested three variants of CDCA8-specific siRNAs (CDCA8-1, -2, or -3) at optimal experimental conditions. Huh1 and Huh7 cells were plated at 30% confluence 24 h before transfection and treated with siRNA mixed with the same amount of cationic lipids. Through microscopic observation and cell proliferation assay, we observed that CDCA8-1siRNA and CDCA8-3siRNA caused higher growth suppression than CDCA8-2siRNA in both Huh1 and Huh7 cells after four days of 15 nM treatment compared with cells with negative control (NC)siRNA (Figure 2A,B). Effective degradation of the target mRNA in this condition was affirmed by a RT-PCR (Figure 2C). The extent of cell growth inhibition caused by the three siRNAs was paralleled by a similar degree of target mRNA silencing. In concordance with this short-term observation, the treatment of CDCA8-1siRNA was also effective in blocking long-term colony formation, reducing it by about 70% and 80% in Huh1 and Huh7 cells, respectively, after 12 days of target siRNA treatment (Figure 3A,B). We next investigated the effect of CDCA8 knockdown on the migration ability of HCC cells using a monolayer wound-healing assay. HCC cells treated with CDCA8-1siRNA migrated more slowly than cells treated with a control siRNA (Figure 3C), causing strong inhibition of cell migration of about 50% and 70% in Huh1 and Huh7 cells, respectively, after 96 h of target siRNA treatment (Figure 3D). Similar to the inhibitory effects of CDCA8-1siRNA, the treatment of CDCA8-3siRNA also significantly suppressed the abilities of colony formation and migration in Huh1 and Huh7 cells (Figure S1). This screen identified CDCA8-1 as the most potent siRNA, so it was used for all subsequent studies. We next investigated if CDCA8 overexpression could reverse the phenotypic changes. As expected, a Huh1 transfectant with CDCA8-expressing vector (Figure S2) exhibited an increase in its abilities of proliferation (Figure 4A,B), colony formation (Figure 4C,D) and invasion (Figure 4E,F) when compared to control vector-transfected cells. We then confirmed whether the inhibition of HCC cell growth and migration by CDCA8 knockdown were elicited out by a delay of cell cycle progression. Flow cytometry revealed that, compared to the cells with NCsiRNA, CDCA8 knockdown cells showed an increased percentage of G2/M and decreased percentage of G0/G1 phase cells in both the examined HCC cell lines, suggesting cell cycle arrest in the G2/M phase (Figure S3). This was consistent with previous evidence that CDCA8 promotes G2/M phase transition in cell division [12,17]. These results suggest that CDCA8 is functionally involved in liver tumor cell survival and migration.

### 2.3. CDCA8 Knockdown Upregulates ATF3 and GADD34 Tumor Suppressors to Exert Apoptotic Progression

To find the molecular mechanisms by which CDCA8 silencing could induce the observed phenotypic changes, we performed RNA sequencing to compare the patterns of global gene expression in CDCA8-deficient Huh1 and Huh7 cells to those of NCsiRNA-treated cells. 

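RNA from Huh1 and Huh7 cells, a pair of established human hepatocellular carcinoma cell lines, was sequenced 48 h after transfection with 15 nM of CDCA8-1siRNA or of the control NCsiRNA. There were 4 libraries, 1 for each combination of cell line and siRNA, so the spread between replicates of a condition could not be measured. The labels of the libraries give the target of the siRNA, and the paper gives the variant, the dose and the time. For each library the authors deposited 1 value for each of 18398 RefSeq transcripts with its gene symbol, without a stated unit, aligner, genome build or annotation. The values behave as RPKM (reads per kilobase of transcript, scaled to the depth of the library). Multiplied by the length of the transcript, low values fall on whole multiples of 1 constant per library, as counting whole reads would give. That constant corresponds to 13384836 reads for Huh1 with NCsiRNA, 13193713 for Huh1 with CDCA8-1siRNA, 12197606 for Huh7 with NCsiRNA and 12266642 for Huh7 with CDCA8-1siRNA. Between 233 and 252 genes per library sat at the value of 1 read. Fewer sat at 0.5 or 0.05 of a read, as when a read aligned to several places is divided among them. The value was 0 for 2568 to 3169 genes per library. From the RPKM values, the log2 fold change of each gene within each cell line was computed as the difference of log2(RPKM + 1) between CDCA8-1siRNA and NCsiRNA, over genes with at least 1 RPKM in at least 1 library of the pair. The added 1 makes the fold changes of low genes smaller than the ratio of the RPKM values. Across the 10357 genes that passed this filter in both cell lines, Pearson's r of log2(RPKM + 1) was 0.989 between the 2 Huh1 libraries, 0.980 between the 2 Huh7 libraries and 0.851 between Huh1 and Huh7 with NCsiRNA. These correlations are across genes, which are not independent replicates. CDCA8 fell from 24.1 to 5.86 RPKM in Huh1 and from 51.5 to 7.36 RPKM in Huh7 (no replicates), leaving 24.3% and 14.3% of the control value. The gene lies on chromosome 1 of GRCh38 from 37692418 to 37709719, and its transcript has 10 exons and 2469 nucleotides.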

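In Huh1, 10940 genes had at least 1 RPKM in at least 1 of the 2 libraries. On the log2(RPKM + 1) scale, 35 of them were at least 2-fold higher with CDCA8-1siRNA than with NCsiRNA and 19 at least 2-fold lower, 54 in all. In Huh7, 11565 genes passed the filter, of which 101 were at least 2-fold higher and 81 at least 2-fold lower, 182 in all. Each count compares 1 library with 1 library, so no test was possible within a cell line. The SD of the log2 fold change across genes was 0.261 in Huh1 and 0.347 in Huh7. In simulated libraries of similar depth, where genes had only a small random change, 1 gene in Huh1 and 1 gene in Huh7 reached a 2-fold difference. The simulation held no variation between cultures measured from data. It therefore does not give the number of false calls among the 54 or the 182 genes. Among the settings tried, the pseudocount mattered most. With 0.1 RPKM in place of 1 RPKM, 107 genes were up and 57 down in Huh1, and 269 were up and 153 down in Huh7.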

When defined by at least a 2-fold change (*p* < 0.001), treatment of CDCA8-1siRNA disturbed the expression of 145 RNA transcripts in Huh1 and 494 transcripts in Huh7 cells (Figure 5A). Overlapping these two gene sets generated a commonly dysregulated list of 50 genes (25 upregulated and 25 downregulated) (Figure 5A,B). 

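Of the 10357 genes that passed the filter in both cell lines, 11 were at least 2-fold higher and 10 at least 2-fold lower with CDCA8-1siRNA in both, and all 21 are among the 50 genes drawn in Figure 5B. If the lists of the 2 cell lines were unrelated, 0.235 shared higher genes and 0.108 shared lower genes would result on average. The odds ratio of the overlap was 84.8 for higher genes (Fisher's exact test, p = 1.61e-16) and 286 for lower genes (Fisher's exact test, p = 7.90e-19). Genes are not independent of each other, and these p-values hold no information on replicates. Across genes, the log2 fold changes in Huh1 and Huh7 had a Pearson's r of 0.604 and a Spearman's rho of 0.552. All 50 genes of Figure 5B moved in the direction drawn in both cell lines, which was largely assured, as the paper drew them from the same libraries. On the log2(RPKM + 1) scale, CDCA8 had the lowest log2 fold change of all genes in both cell lines. By plain RPKM ratio, TNFAIP8L3 fell further in Huh1. It kept 14.6% of its control value, on about 32 and 5 reads, against 24.3% for CDCA8. FKBP4 had a log2 fold change of -1.42 in Huh1 and -2.57 in Huh7, and TMEM176B had -1.51 and -2.22. Among the higher genes, EREG had a log2 fold change of 1.28 in Huh1 and 1.67 in Huh7 (no replicates). With a pseudocount of 0.1 RPKM, 33 genes were up and 22 down in both cell lines, and 45 of the 50 genes of Figure 5B reached 2-fold in both.

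**Figure D1:**
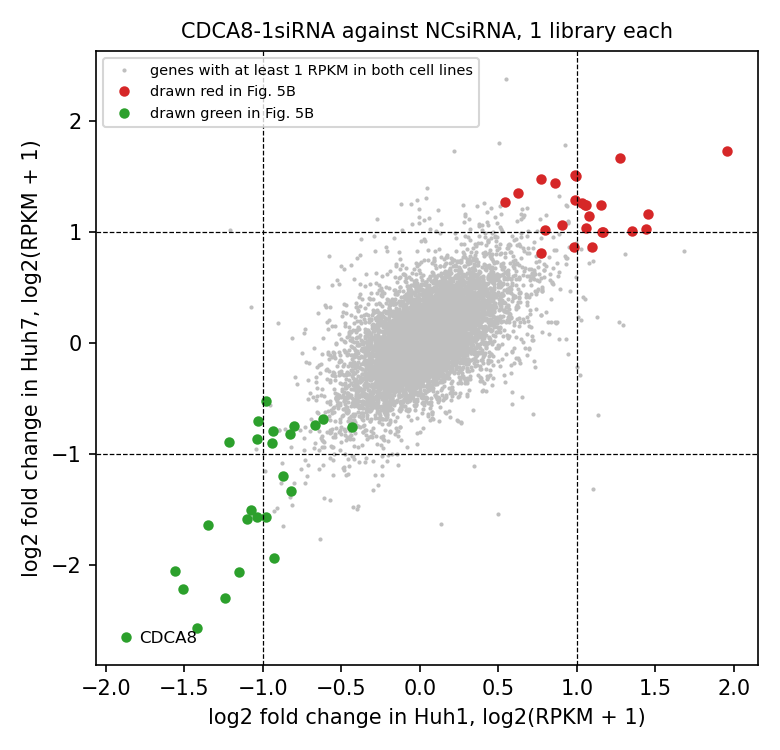
Log2 fold change of each gene between CDCA8-1siRNA and NCsiRNA in Huh1 (horizontal axis) and Huh7 (vertical axis), on the log2(RPKM + 1) scale, from 1 library per condition, with genes of at least 1 RPKM in both cell lines in grey, genes drawn red or green in Figure 5B in those colours, and 2-fold changes as dashed lines. Red points lie in the upper right and green points in the lower left, with CDCA8 lowest at -1.87 in Huh1 and -2.65 in Huh7.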

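A test was possible only with the cell lines taken as pairs. limma was fitted to the 4 libraries with the cell line as a covariate, which left 1 residual degree of freedom, and a prior worth 8.29 degrees of freedom was estimated across genes. Of 10357 genes, 1061 had an adjusted p-value under 0.05, 625 higher and 436 lower with CDCA8-1siRNA. Without adjustment, 503 genes had a p-value of 0.001 or less. The 21 genes changed at least 2-fold in both cell lines were all among them. They had been picked from the same libraries for a shared change, which is what the fit measures. For CDCA8 the log2 fold change over both cell lines was -2.26 (standard error 0.162, adjusted p = 0.000542 from limma with Benjamini-Hochberg adjustment). TPM4 had the smallest p-value of all genes, with an adjusted p-value of 4.38e-05 from limma. The fit measures whether Huh1 and Huh7 changed alike, not the spread between repeated transfections. Without the cell line as a covariate, 0 genes had an adjusted p-value under 0.05.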

Ingenuity pathway analysis (IPA) showed that the 50 genes were functionally enriched in the top five networks. 

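The networks come from the commercial IPA software and were not rebuilt. In the pair of networks that the paper draws (Figure 5C,D), 39 different genes are coloured, 17 red and 22 green. All 39 moved in the direction of their colour in both Huh1 and Huh7 (1 library per condition). The paper's colours come from the same libraries, so this match was largely assured. Of the 39 genes, 8 are also among the 50 genes of Figure 5B and 31 are not. On the log2(RPKM + 1) scale, 7 of the 39 were changed at least 2-fold in both cell lines, all of them drawn in Figure 5B as well. A different pseudocount or filter cannot alter a direction. Under quantile normalization and upper quartile scaling, which can, the direction held for 39 genes. From the IPA result, the paper concludes that the 50 genes are functionally enriched in its top networks.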

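ATF3, which encodes a transcription factor, lies on chromosome 1 of GRCh38 from 212565334 to 212620777. It rose from 4.68 to 7.67 RPKM in Huh1 and from 5.21 to 8.74 RPKM in Huh7 (no replicates), ratios of 1.64 and 1.68. These values rest on about 127 and 206 reads in Huh1 and 129 and 218 reads in Huh7, and sampling of reads alone gives the log2 fold change an SD of 0.138 in both cell lines. PPP1R15A (GADD34), on chromosome 19 from 48872392 to 48876057, rose from 16.6 to 26.4 RPKM in Huh1 and from 28.4 to 56.1 RPKM in Huh7, ratios of 1.59 and 1.97. PCNA, on chromosome 20 from 5114953 to 5126626, fell from 109 to 72.8 RPKM in Huh1 and from 194 to 71.9 RPKM in Huh7, leaving 67.0% and 37.1% of the control value. BGLAP, on chromosome 1 from 156241962 to 156243321, went from 2.47 to 1.11 RPKM in Huh1 and from 1.956 to 1.35 RPKM in Huh7. BGLAP rests on about 24 and 11 reads in Huh1 and 17 and 12 reads in Huh7. Its log2 fold change of -0.715 in Huh1 has a sampling SD of 0.312. In Huh7, a log2 fold change of -0.333 with a sampling SD of 0.330 was not detectable at this depth. In the limma fit over both cell lines, the log2 fold change was 0.630 for ATF3 (standard error 0.114, adjusted p = 0.0116) and 0.800 for PPP1R15A (standard error 0.107, adjusted p = 0.00344). In the same limma fit it was -0.995 for PCNA (standard error 0.161, adjusted p = 0.00785) and -0.524 for BGLAP (standard error 0.158, adjusted p = 0.0687). Without replicates, each change was also ranked among the 500 genes nearest in expression in that cell line. A change as large in the same direction was seen in 2.8% of them for ATF3 in Huh1 and 4% in Huh7, in 1.6% and 0.8% for PPP1R15A, in 2.4% and 0.4% for PCNA, and in 0.6% and 10.8% for BGLAP. Of these genes BGLAP depended most on the pseudocount, with a log2 fold change of -1.08 in Huh1 and -0.507 in Huh7 for a pseudocount of 0.1 RPKM. From its IPA networks, the paper concludes that the rise of ATF3 and PPP1R15A drove the antiproliferative effects, with PCNA and BGLAP repressed.

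**Figure D2:**
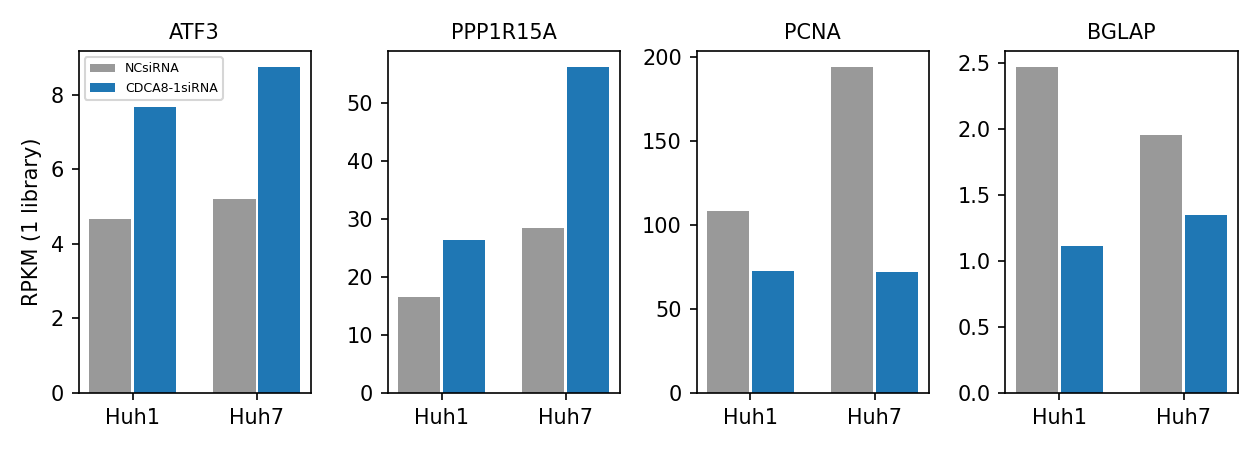
RPKM (vertical axis, starting at 0) of ATF3, PPP1R15A, PCNA and BGLAP in Huh1 and Huh7 with NCsiRNA (grey) and CDCA8-1siRNA (blue), where each bar is 1 library without an error bar. ATF3 and PPP1R15A are higher and PCNA and BGLAP lower with CDCA8-1siRNA in both cell lines.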

Notably, as shown in Figure 5C (top network 1) and Figure 5D (top network 2), the antiproliferative effects were driven by the upregulation of tumor suppressive ATF3 [18] and PPP1R15A (GADD34) [19], whereas PCNA and BGLAP, key regulators of proliferation and invasion, were repressed. Western blotting proved that targeting CDCA8 decreases the levels of cyclin B1 and p-cdc2, which mediate the transition of G2/M phase and increase the level of CDKN2B (p15) in both Huh1 and Huh7 cells (Figure 6A). Consistent with transcriptional profiling of the knockdown of CDCA8 expression, the protein levels of the ATF3 and GADD34 tumor suppressors were restored in the same condition. 

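At the RNA level, the log2 fold change on the log2(RPKM + 1) scale was 0.611 in Huh1 and 0.650 in Huh7 for ATF3, and 0.643 and 0.957 for PPP1R15A, the gene of GADD34 (no replicates). PPP1R15A rests on about 527 and 829 reads in Huh1 and 824 and 1637 reads in Huh7, and sampling of reads gives its log2 fold change an SD of 0.0764 in Huh1 and 0.0599 in Huh7. Left without a pseudocount, a setting chosen after seeing the data, the log2 fold change of ATF3 was 0.714 in Huh1 and 0.747 in Huh7. The paper sets the protein levels of ATF3 and GADD34 beside this transcriptional profiling.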

These associations were confirmed in the TCGA data. CDCA8 mRNA expression was negatively correlated with ATF3 (*r* = −0.475, *p* < 0.001) (Figure 6B) and GADD34 (*r* = −0.267, *p* < 0.001) (Figure 6C). Furthermore, ATF3 and GADD34 showed positive associations in HCC (*r* = 0.612, *p* < 0.001) (Figure 6D). The molecular changes upstream elicited an increase in the levels of proapoptotic Bax, cleaved caspase-9, and cleaved PARP-1 (Figure 6A), accelerating apoptotic progression. These findings suggest that restoration of the levels of ATF3 and GADD34 tumor suppressors is a key and common mechanism to incur growth inhibition and apoptotic induction in CDCA8-deficient HCC cells.

### 2.4. CDCA8 Knockdown Inactivates AKT/β–Catenin Signaling and Reduces Stemness

It was previously shown that GADD34 induces apoptosis through inactivation of Akt signaling [20], which contributes to tumor cell migration and invasion [21]. We observed here that the upregulation of GADD34 caused by CDCA8-1siRNA treatment induces a decrease in Akt activity (Figure 7A). GSK-3β is a downstream target of Akt. p-Akt phosphorylates GSK-3β at serine 9 and blocks β-catenin degradation to maintain CSC properties [22,23]. CDCA8 knockdown decreased the levels of p-GSK-3β and β-catenin in both examined HCC cells (Figure 7A). Given the functional significance of Akt signaling in CSC biology and the observation of Akt repression under the CDCA8 knockdown condition, we next chose to determine whether CDCA8 targeting could inhibit stemness in HCC. As expected, the treatment of CDCA8-1siRNA effectively suppressed sphere formation in both Huh1 and Huh7 cells compared to the control siRNA knockdown (Figure 7B). Next, on the basis of our previous observation that the upregulation of CSC marker CD133 contributes to liver tumor initiation [16], we investigated whether the expression of CD133 is also affected by CDCA8 silencing in the CD133^+^ HCC cell population. To accomplish this, the PLC/PRF/5 cell line was chosen, as it was previously reported that the PLC/PRF/5 cell line contains the highest levels of the CD133^+^ cell population among generally available HCC cell lines [24]. First, it was demonstrated that the silencing of CDCA8 decreases mRNA expression of CSC marker CD133 in the PLC/PRF/5 parental cell culture (Figure S4). The CD133^+^ CSC population was then sorted from the CD133^−^ population of PLC/PRF/5 cells by FACS using an APC-conjugated CD133 antibody (Figure 8A,B). The levels of CDCA8 and CD133 in the CD133^+^ CSC portion were significantly higher than in the CD133^−^ portion (Figure 8C). CDCA8 knockdown decreased CD133 expression and increased the levels of ATF3 and GADD34 in the CD133^+^ CSC population (Figure 8D,E). Under the same condition, the AKT/β–catenin signaling axis was also inactivated (Figure 8E). These molecular changes reflected the inhibition of growth and spheroid formation in the CD133^+^ cell population (Figure 8F,G). These data imply the possibility that CDCA8 is functionally associated with cancer stemness, and that CDCA8 knockdown could block the migratory and invasive properties of primary HCC by eliminating CSCs in the tumor microenvironment.

### 2.5. Targeting CDCA8 Suppresses HCC Growth In Vivo

To confirm the suppressive effect of CDCA8 silencing in vivo, a tumor formation assay was performed on BALB/c nude mice. Huh7 cells treated with NCsiRNA or CDCA8-1siRNA for 24 h were subcutaneously inoculated into the left and right flank, respectively, then the size of each tumor was measured for 17 days at 2 days intervals. Seven days after inoculation, there was a clear difference between the control and CDCA8 knockdown groups and the difference consistently increased until 17 days (*p* < 0.01) (Figure 9A). After 17 days, a remarkable difference (*p* < 0.001) was apparent in both the weight and size between the control and CDCA8 knockdown groups, showing about a 5-fold delay in tumor growth kinetics (Figure 9B,C). Next, we investigated if the molecular alterations mediating the inhibition of HCC cell growth and stemness could also be incurred in mice tumors. The method of direct intratumoral injection of CDCA8-1siRNA to a grown tissue was chosen to address this issue. NCsiRNA and CDCA8-1siRNA were mixed with a cationic lipid and injected into tumors three times at 3 days intervals (at Day 0, 3, and 6). Day 0 corresponds to 10 days after inoculations of 5 × 10^6^ Huh7 cells when tumors had reached an average volume of ~50–60 mm^3^. As shown in Figure 9D,E, mRNA and protein levels of CDCA8 were effectively reduced at 24 h and 48 h after the third injection, respectively. Under the same condition, the level of target protein CDCA8 and the number of proliferative cells were significantly reduced in tumors (Figure 9F). The antiproliferative effects were driven by the upregulation of tumor suppressive ATF3 and GADD34, whereas p-Akt and β-catenin, key regulators of stemness, were repressed (Figure 9E). Those changes coincided with observations in parental cancer cells and cancer stem cells.

## 3. Discussion

The upregulation of CDCA8 has been reported in diverse types of cancer, including colorectal, breast, gastric, and lung cancer, implying that inhibition of CDCA8 expression could be an effective therapeutic strategy [14,25,26]. However, the concrete functional roles of CDCA8 in tumor initiation, development, and/or progression are still unclear. Here, we evidenced that siRNA silencing of CDCA8 expression suppresses HCC growth in vitro and in vivo, which demonstrates that CDCA8 is important for the growth of HCC. We next sought to find a molecular explanation of how CDCA8 functions in tumor progression. 

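Among the 50 genes of Figure 5B, 47 had an RPKM ratio of at least 2 in the direction drawn in both cell lines, counting TFF1, which was 0 RPKM in Huh1 with NCsiRNA. With a pseudocount of 1 RPKM, 21 of them reached 2-fold in both. Of the 48 that passed the filter in both cell lines, 47 had an unadjusted limma p-value of 0.001 or less. All 48 had an adjusted limma p-value under 0.05. The paper picked these genes from the same libraries for a change shared by both cell lines, so small p-values were largely assured. ATF3 was raised 1.64-fold in Huh1 and 1.68-fold in Huh7 (1 library per condition), with a log2 fold change over both cell lines of 0.630 (standard error 0.114, adjusted p = 0.0116 from limma). Its log2 fold changes became 0.702 in Huh1 and 0.736 in Huh7 when the pseudocount was 0.1 RPKM. The paper reasons that the common dysregulation of these genes, with the rise of ATF3, drove the changes in phenotype.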

The changes in cell phenotype were driven by the coordinated and common dysregulation of 50 up- or down-regulated genes, including upregulation of the activating transcription factor-3 (ATF3) tumor suppressor in both mRNA and protein levels [27]. The upregulation of ATF3 was an important molecular response to elicit CDCA8 silencing-mediated HCC growth inhibition. However, the specific regulatory mechanisms of CDCA8 in controlling the expression of ATF3 require further investigation.

In both cancer cells and mice tumors, the increase in ATF3 expression was accompanied with upregulation of GADD34, which is known as a downstream effector of ATF3 and induces apoptosis through inactivation of Akt signaling [20]. In a previous study, it was reported that CDCA8 is functionally involved in mitosis [12]. CDKN2B, the gene encoding the tumor suppressor protein p15in4b, inhibits cell cycle G1 progression. Cyclin B1 and p-cdc2 are known to mediate the transition of the G2/M phase. We confirmed in this study that the silencing of CDCA8 induces the upregulation of CDKN2B (p15) and the downregulation of cyclin B1 and p-cdc2, blocking cell cycle progression. 

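CYR61, on chromosome 1 of GRCh38 from 85580761 to 85583962, rose from 8.83 to 24.0 RPKM in Huh1 and from 113 to 229 RPKM in Huh7 (no replicates). KLF2, on chromosome 19 from 16324817 to 16327874, rose from 3.08 to 6.38 RPKM in Huh1 and from 2.42 to 5.09 RPKM in Huh7. The adjusted p-value from limma over both cell lines was 0.000870 for CYR61 and 0.00531 for KLF2. Among the repressed genes, SLBP, on chromosome 4 from 1692800 to 1712555, fell from 32.7 to 17.3 RPKM in Huh1 and from 79.3 to 33.5 RPKM in Huh7 (adjusted p = 0.00129 from limma). Cyclin E is encoded by CCNE1 and CCNE2. CCNE1, on chromosome 19 from 29811898 to 29824308, fell from 4.80 to 3.00 RPKM in Huh1 and from 14.0 to 7.80 RPKM in Huh7 (adjusted p = 0.0125 from limma). CCNE2, on chromosome 8 from 94879770 to 94896678, went from 13.0 to 11.0 RPKM in Huh1 and from 12.0 to 9.39 RPKM in Huh7, and its adjusted p-value from limma was 0.137. ADAMTSL4, on chromosome 1 from 150549369 to 150560937, was under 1 RPKM in both Huh1 libraries, at 0.943 and 0.636 RPKM, and was left out of the limma fit by the filter. In Huh7 it went from 2.60 to 1.59 RPKM, a log2 fold change of -0.473 that rests on about 135 and 83 reads and has a sampling SD of 0.132. BGLAP had about 24 and 11 reads in Huh1 and 17 and 12 reads in Huh7, and its log2 fold changes were -0.715 and -0.333 (adjusted p = 0.0687 from limma). The log2 fold change of KLF2 moved from 0.854 to 1.03 in Huh1 and from 0.835 to 1.05 in Huh7 under a pseudocount of 0.1 RPKM. The paper reports, from RNA levels, that silencing of CDCA8 raised apoptotic and tumor suppressor genes in parallel with a loss of genes of cell growth and division.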

It was also observed with RNA levels that silencing of CDCA8 in HCC cells upregulated the expressions of apoptotic genes, such as CYR61 [28,29] and caspase-7 [30], and another tumor suppressor, KLF2 [31], which was paralleled with the suppression of important genes involved in cell growth (BGLAP [32] and ADAMTSL4 [33]) or cell division (SLBP [34] and cyclin E [35]). Such evidence of molecular alteration may partially explain how targeting CDCA8 could inhibit cell proliferation and induce cell cycle arrest and apoptotic cell death in HCC cells, and suggests the mode of action performed by a CDCA8 inhibitor.

Meanwhile, in terms of the acquisition of stemness in HCC microenvironment, previous evidence indicated that any hepatic lineage cells, such as hepatocytes/cholangiocytes, progenitor cells, and stem cells, can acquire CSC properties through accumulated genetic and epigenetic alterations in diverse signaling pathways, including Akt/WNT/β-Catenin, TGF-β, MET, Hedgehog, MYC, p53, EGF, etc. [36]. Thus, the definition of a target gene functionally associated with CSC biology can provide novel treatment options against HCC to prevent secondary tumor formation. It has been reported by us and other groups that the upregulation of CSC marker CD133 promotes HCC development and the function of CD133 is biologically and clinically implicated in liver CSCs [16,37]. CD133 is a well-known CSC marker which is widely used to isolate CSCs. Further, CD133 contributes to β-catenin-mediated transcriptional activation. Overall, CD133/Akt/GSK3β/β-catenin signaling is one of the key regulatory pathway to maintain CSC properties [23]. The current standard-of-care, sorafenib, a multikinase inhibitor, inhibits tumor angiogenesis and induces apoptosis in HCC by blocking the RAF/MEK/ERK pathway, one of the key functional pathways of HCC development [38]. Previous studies have reported that one of the mechanisms of acquired resistance to sorafenib is mediated by activation of AKT signaling in HCC [8]. We observed in this study that CDCA8 inhibition blocks AKT/GSK3β/β-catenin signaling in both parental HCC cell culture and CD133^+^ cell fraction (Figure 7A and Figure 8E). In particular, the inactivation of the AKT/β–catenin pathway was preceded by the reduction in CD133 expression in CD133^+^ liver CSCs (Figure 8E). These molecular alterations incurred the inhibition of HCC growth and stemness in cellular level. Thus, targeting CDCA8 may contribute to overcoming resistance to sorafenib, and improve the elimination of liver CSCs. We reported here for the first time that the function of CDCA8 is correlated with HCC stemness.

Taken together, our findings suggest the critical role of CDCA8 in HCC growth and stemness, offering key CDCA8-targeting-induced molecular alterations to exert its therapeutic efficacy. The activation of the tumor suppressive ATF3/GADD34 functional pathway and the inactivation of the AKT/β–catenin pathway was observed in general in all the experimental HCC environments of parental cell culture, isolated CSCs, and xenograft-tumors with CDCA8 depletion.

## 4. Materials and Methods

### 4.1. Cell Lines and siRNA Transfection

The human hepatocellular carcinoma cell lines Huh1 and Huh7 were obtained from the Japanese Collection of Research Biosources Cell Bank (JCRB). Both the Huh1 and Huh7 cells were incubated at 37 °C in a humidified incubator with 5% CO_2_ and cultured in Dulbecco’s Modified Eagle’s Medium (HyClone, South Logan, UT, USA) supplemented with 10% fetal bovine serum (HyClone) and 1% penicillin/streptomycin solution (HyClone). The negative control (NC)siRNA, which does not target any endogenous transcripts, served as a control. The NCsiRNA sequences were designed as follows: 5′-ACGUGACACGUUCGGAGAA(UU)-3′(sense) and 5′-UUCUCCGAACGUGUCACGU-3′(antisense). Three variants of CDCA8-specific siRNAs (CDCA8-1siRNA, ID# s30269; CDCA8-2siRNA, ID# 26168; CDCA8-3siRNA, ID# 26260) were purchased from Ambion (Austin, TX, USA). One day prior to transfection, cells were seeded at 30% confluency and treated with 15 nM siRNA by forming a complex with Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) in Opti-MEM (Invitrogen).

### 4.2. Cell Proliferation and Clonogenic Assay

For the cell viability assay, we used the CellTiter 96 Aqueous One Solution Cell Proliferation Assay (Promega, Medison, WI, USA) according to the manufacturer’s instructions. For the clonogenic assay, a total of 1 × 10^3^ siRNA transfected cells were seeded in 6-well plates and incubated in the medium for 12 days until the viable cells propagated to sizable colonies for quantification. The colonies formed in each well were fixed with methanol and then stained with 0.5% crystal violet for 30 min. The colonies were counted under a microscope.

### 4.3. Quantitative RT-PCR

RNA was entirely extracted from cells using TRIzol reagent (Ambion Inc., Austin, TX, USA) and synthesized into cDNA using a 1st strand cDNA Synthesis Kit (Takara Biotech, Kusatsu, Shiga, Japan), as recommended by the manufacturer. cDNAs were amplified using a corresponding pair of primers (CDCA8 forward, 5′-GCAGGAGAGCGGATTTACAAC-3′; CDCA8 reverse, 5′-CTGGGCAATACTG TGCCTCTG-3′; GAPDH forward, 5′-GGGAGCCAAAAGGGTCATCATCTC-3′; GAPDH reverse, 5′-CCATGCCAGTGAGCTTCCCGTTC-3′; ATF-3 forward, 5′-GGAGTGCCTGCAGAAAGAGT-3′; ATF-3 reverse, 5′-CCATTCTGAGCCCGGACAAT-3′; GADD34 forward, 5′-CCCAGAAACCCCTAC TCATGATC-3′; GADD34 reverse, 5′-GCCCAGACAGCCAGGAAAT-3′; CD133 forward, 5′-AGTCG GAAACTGGCAGATAGC-3′; CD133 reverse, 5′-GGTAGTGTTGTACTGGGCCAAT-3′) synthesized by Macrogen (Seoul, Korea). The relative quantification of mRNA was performed using a LightCycler 96 (Roche, Basel, Switzerland) according to the manufacturer’s instructions, and was quantified by LightCycler 96 software version 1.1, compared with the Ct (threshold cycle) values of each target gene.

### 4.4. Cell Cycle Analysis

Cells were cultured in 60 mm culture dishes and harvested at 48 h after siRNA transfection. Cells were washed with cold PBS and then fixed for 24 h with 70% cold ethanol at −20 °C. Cells were washed again and cultured for 30 min at room temperature in the dark with in Propidium Iodide (PI) staining solution, with RNase A (BD Biosciences, San Diego, CA, USA). The cell death and cell cycle were analyzed by FACSVerse flow cytometry (BD Bioscience, San Diego, CA, USA) following the manufacturer’s instructions, and quantified using the FlowJo software program.

### 4.5. Wound Healing Assay

For this assay, siRNA-transfected cells were plated in 6-well culture plates with 5 × 10^4^ cells per well and incubated for 24 h to reach the appropriate confluency. The monolayers were scratched with a 200 μL sterile tip, then the floating cells were washed with fresh medium. Cell images were microscopically observed with 40× magnification at five time points (0, 24, 48, 72, and 96 h). Wound closure was analyzed as the ratio of the remaining area of the wound relative to the initial area of the wound, with ImageJ software (National Institutes of Health (NIH), Bethesda, MD, USA). 

### 4.6. Sphere Forming Assay

Cells (5 × 10^3^) were suspended in a serum-free DMEM/F-12 medium containing 4 ng/mL insulin (Invitrogen), 2% B27 (Invitrogen), 20 ng/mL epidermal growth factor, and 10 ng/mL basic fibroblast growth factor, then seeded into 24-well ultralow attachment plates (Corning, Corning, NY, USA). After plating the single cells, cells were transfected with NCsiRNA or CDCA8-1siRNA using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s protocol. The number of cell spheres was counted on day 7 of siRNA transfection.

### 4.7. RNA Sequencing and Functional Network Analysis

The experimental procedures for isolation of total RNA, verification of RNA quality and RNA sequencing were previously described in detail [39]. Sequencing data were deposited at the Gene Expression Omnibus database under accession number GSE77992. By comparing the expression levels of all the human genes in HCC cells treated with control siRNA, the list of genes differentially expressed at least 2-fold in HCC cells with CDCA8 depletion were selected out by using Bootstrap ANOVA method. *p* values of ≤0.001 were considered statistically significant. The significantly overlapping pathways and Gene Ontology categories with differentially expressed genes were analyzed using DAVID (http://david.abcc.ncifcrf.gov, accessed on 7 February 2017) and IPA (ingenuity pathway analysis, www.ingenuity.com, accessed on 10 February 2017).

### 4.8. Magnetic Cell Sorting and Flow Cytometry

Cells were trypsinized and resuspended in PBS with Fcr Blocking Reagent (130-100-857, CD133 MicroBead Kit, Miltenyi Biotec, Auburn, CA, USA). CD133 microbeads were added and incubated for 15 min at 4 °C in the dark. After washes, labeled cells were separated using an autoMACS Pro (Miltenyi Biotec). Magnetic labeled cells and unlabeled cells (CD133+ and CD133- cells) were resuspended in PBS with Isotype Control Antibody, mouse IgG2b, APC (130-122-932, Miltenyi Biotec), or CD133/2 antibody antihuman, APC (130-113-746, Miltenyi Biotec). Cells were incubated for 30 min at 4 °C in the dark. After washes, isolated cells were used to evaluate the efficiency of magnetic separation via FACSCanto II flow cytometry (BD Bioscience, San Jose, CA, USA).

### 4.9. Plasmid Transfection and Overexpression of CDCA8

We first detected the basal level of CDCA8 expression in Huh1 and Huh7 cell lines and observed that the level of CDCA8 expression in Huh1 was lower than in Huh7 (Figure S2A,B). Thus, Huh1 cells were transiently transfected with the pCMV6-entry vector (Empty-vector, PS100001) or CDCA8-expressing vector (CDCA8-vector, RC201385) (all from OriGene, Rockville, MD, USA) using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s protocol.

### 4.10. In Vivo Tumor Growth

Huh7 cells transfected with siRNA for 24 h were harvested with trypsinization and re-suspended in DMEM mixed with Matrigel (Corning, Corning, NY, USA). To explain the efficacy of CDCA8 silencing against in vivo tumors, approximately 2 × 10^7^ Huh7 cells with NCsiRNA or CDCA8-1siRNA were injected subcutaneously into the left and right flanks of four-week-old male BALB/c nude mice (Orientbio, Seongnam, Korea). The tumor size was measured using a Vernier caliper at 2 days intervals for 17 days after tumor injection, and calculated as (the minor axis^2^ × the major axis × 1/2).

To investigate the antitumor effect of CDCA8-1siRNA, an intratumoral injection was performed on BALB/c nude mice. NCsiRNA and CDCA8-1siRNA were mixed with Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) and injected directly into tumors three times at 3 days intervals. Day 0 corresponds to 10 days after the inoculation of 5 × 10^6^ Huh7 cells when tumors had reached an average volume of ~50–60 mm^3^. To evaluate the expression of genes in tumor tissues, the tumor tissues were excised at 1 day after injection three times. On day 2 after the injection, the tumor tissues for Western blot analyses were obtained, and the tumor tissues for immunohistochemistry (IHC) were collected 1 week later and used in each experiment.

### 4.11. Western Blot Analysis

After 48 h of siRNA transfection, cells were lysed in RIPA buffer (Thermo Scientific, Rockford, IL, USA) containing 0.01% of protease and phosphatase inhibitor cocktail (Thermo Scientific). The protein concentration was measured with a Pierce BCA Protein Assay Kit (Thermo Scientific, Rockford, IL, USA). The cell protein extracts (50 μg) were separated on SDS-PAGE in 10% gel and transferred to PVDF membranes (Roche, Basel, Switzerland). After blocking with 5% skim milk/Tris-buffered saline plus Tween 20 (TBST), the membranes were incubated with primary antibodies against human ATF-3 (sc-188), GADD34 (sc-8327), p-Cdc2 (sc-12341), PARP-1 (sc-8007), β-actin (sc-4778), GSK-3β (sc-81462) (all from Santa Cruz Biotechnology, Santa Cruz, CA, USA), Cyclin B1 (ab72), Bax (ab32503), Akt (ab126811), CDCA8 (ab70910, Abcam, Cambridge, UK), p-Akt(T308) (#13038), p-GSK-3β(S9) (#9336), β-catenin (#9562), Caspase-9 (#9502), CD133 (#64326, Cell Signaling Technology, Danvers, MA, USA), and Flag (F1804, Sigma Aldrich, Saint Louis, MO, USA). HRP goat antimouse IgG and HRP goat antirabbit IgG (Santa Cruz) were used as the secondary antibodies. The blot signals were visualized with a LAS-3000 Imager (Fujifilm Corporation, Tokyo, Japan). All the uncropped Western blots are shown in Figures S5–S10.

### 4.12. Immunohistochemistry

The tumor of each mouse was fixed with 10% formalin, embedded in paraffin, and sectioned. The sections were stained with hematoxylin and eosin (H&E) or IHC for light microscopic examination. For the assessment of CDCA8 staining, 4 μm sections were permeabilized in PBS and incubated in 10 mM sodium citrate buffer for 20 min at 100 °C with rabbit polyclonal anti-CDCA8 (1:10, Abcam, UK). Sections were then incubated with the secondary antibody (1:200, Santa Cruz Biotechnology, Dallas, TX, USA), visualized using diaminobenzidine chromogen (Vector Laboratories, Burlingame, CA, USA), and counterstained with hematoxylin (Dako, Denmark). The stained section images were microscopically observed with 400× magnification.

### 4.13. Statistical Analysis

Each experiment was repeated at least three times, and the results are presented as the mean ± Standard Error (SE), unless otherwise indicated. The statistical analysis was performed using the Bootstrap *t*-test, Poisson generalized linear model, Student’s *t*-test with equal variance, normality assumption test, or bootstrap ANOVA with contrast tests. The correlations between CDCA8 and other mRNA expressions were assessed with Pearson’s correlation coefficient analysis. Survival curves were elucidated by the univariate Kaplan–Meier estimators and analyzed by the log-rank test. Overall survival was calculated from the date of diagnosis and mortality. Disease-free survival was defined as the time between diagnosis and disease recurrence, or the development of distant metastasis. *p* values of ≤0.05 (*), ≤0.01 (**), and ≤0.001 (***) were considered statistically significant.

## 5. Conclusions

In this study, at the molecular level, we found that silencing of CDCA8 suppresses the growth and stemness of HCC tumor cells through the restoration of tumor suppressor ATF3 and inactivation of the AKT/β–catenin signaling axis. In conclusion, CDCA8 is functionally involved in HCC survival and CSC-like phenotype maintenance, suggesting that molecular targeting of CDCA8 may be an effective systemic therapy for the prevention of tumor recurrence via the elimination of both cancer cells and cancer stem cells in the liver tumor microenvironment.

## Figures and Tables

**Figure 1:**
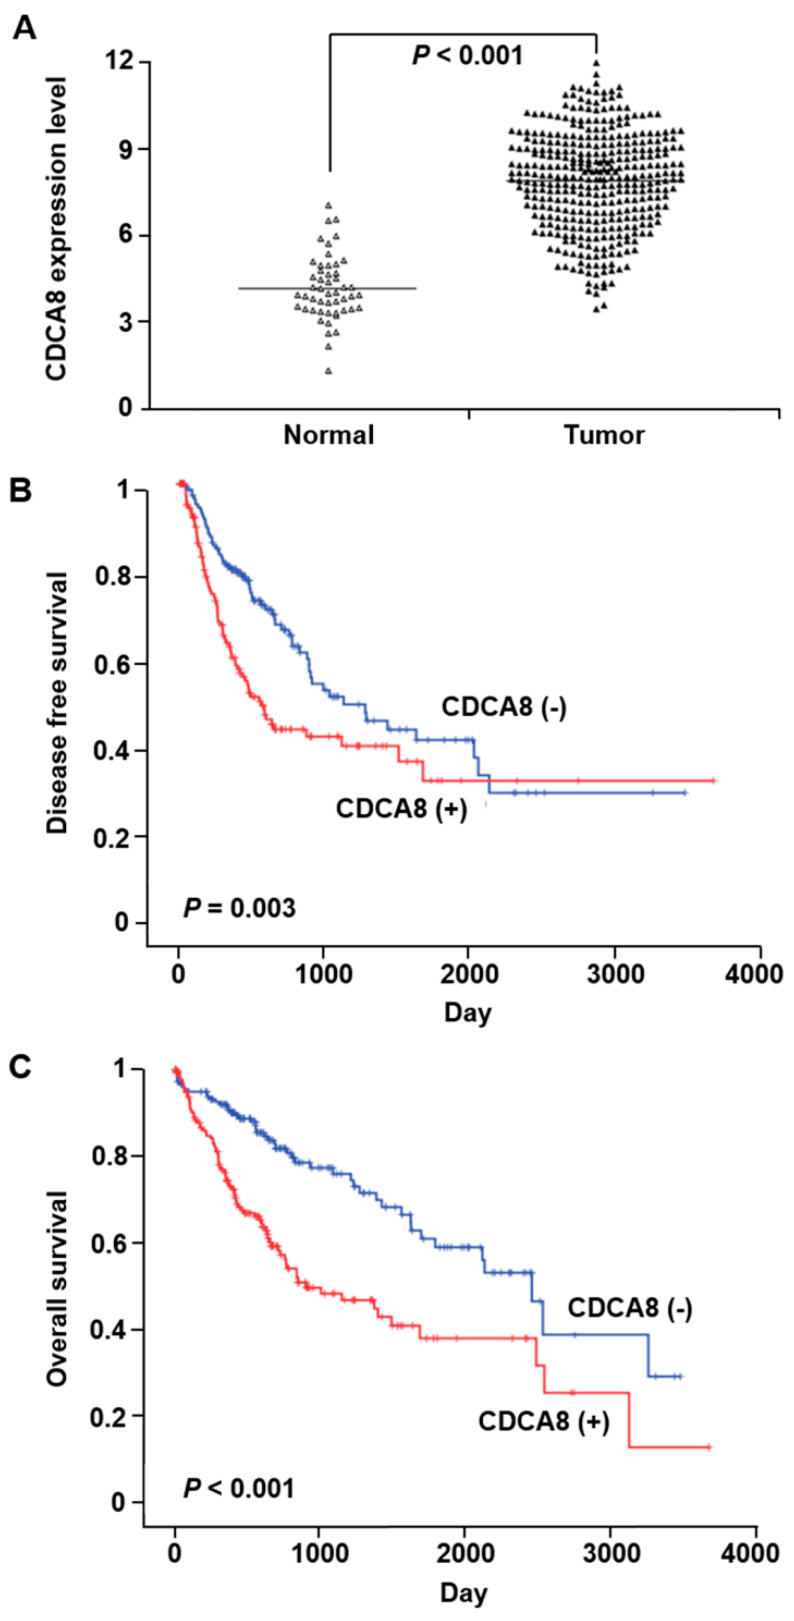
The correlation between CDCA8 overexpression and prognosis in hepatocellular carcinoma (HCC) patients. (**A**) Upregulation of CDCA8 in HCC tissues compared to that in adjacent noncancerous tissues (*p* < 0.001). (**B**,**C**) Associations between CDCA8 expression and the patient’s disease-free survival (*p =* 0.003) (**B**) and overall survival (*p* < 0.001) (**C**).

**Figure 2:**
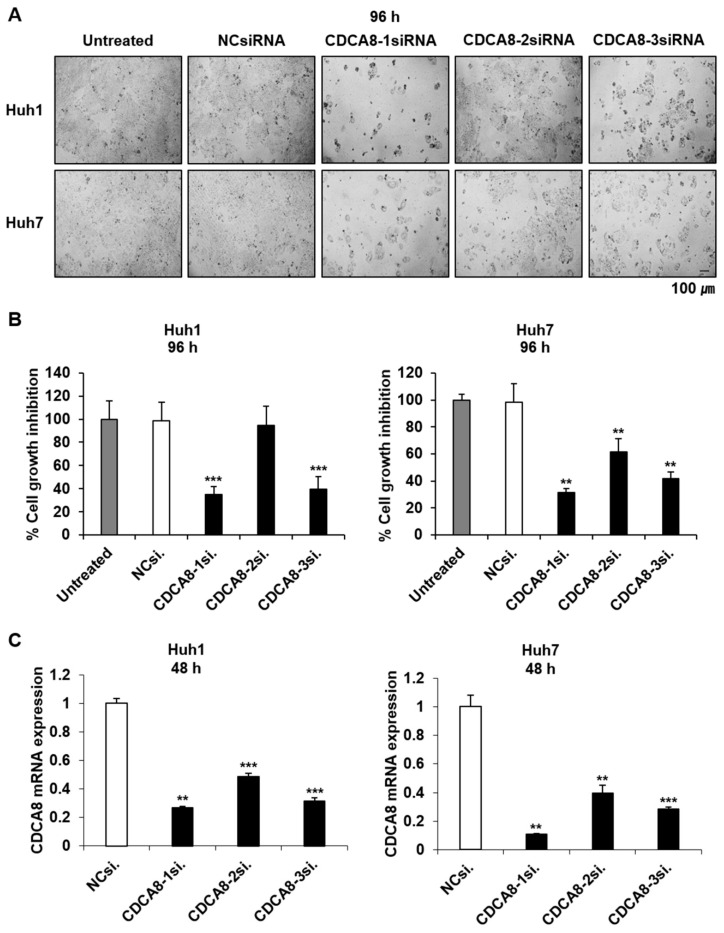
Silencing of CDCA8 suppresses HCC cell proliferation. (**A**) Light microscopy images of Huh1 and Huh7 cells 4 days after NCsiRNA or three kinds of CDCA8-specific siRNA transfection. Scale bar, 100 μm. (**B**) Growth inhibition of Huh1 and Huh7 cells treated with 15 nM siRNA for 4 days. (**C**) Detection of CDCA8 mRNA expression in Huh1 and Huh7 cells at 48 h after transfection. The data are shown relative to GAPDH expression and normalized to NCsiRNA treatment. *NCsiRNA*, negative control siRNA; *CDCA8-1si.*, *CDCA8-2si.*, *CDCA8-3si.*, three different sequences of CDCA8-specific siRNA. All the data in this figure were statistically analyzed using the Bootstrap *t*-test. ** *p* < 0.01; *** *p* < 0.001 vs. control.

**Figure 3:**
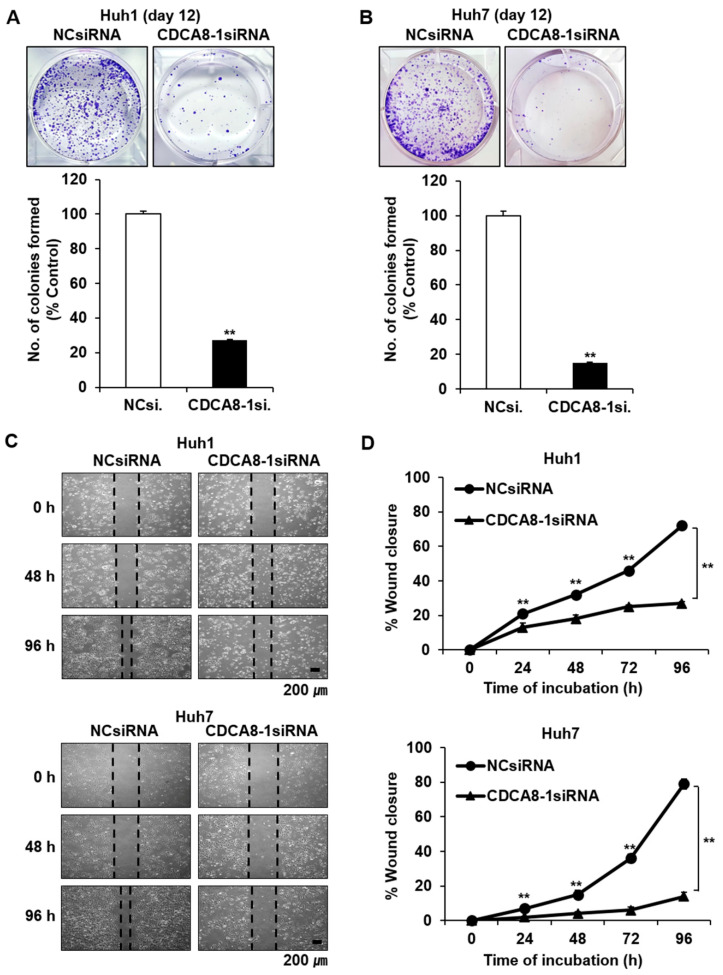
Treatment of CDCA8-1siRNA decreases clonogenicity and migration ability in HCC cells. (**A**,**B**) Observation of changes in the clonogenicity of Huh1 (**A**) or Huh7 cells (**B**) after 12 days of siRNA treatment. The number of colonies was also measured in each cell line (** *p* < 0.01, by the Poisson generalized linear model). (**C**) Observation of HCC cell migration using a wound healing assay. Representative images were taken after 0, 48, and 96 h of siRNA treatment. Scale bars, 200 μm. (**D**) Wound closure was measured daily for up to 4 days and normalized to the time point of day 0 (** *p* < 0.01 by Bootstrap *t*-test, *n* = 3).

**Figure 4:**
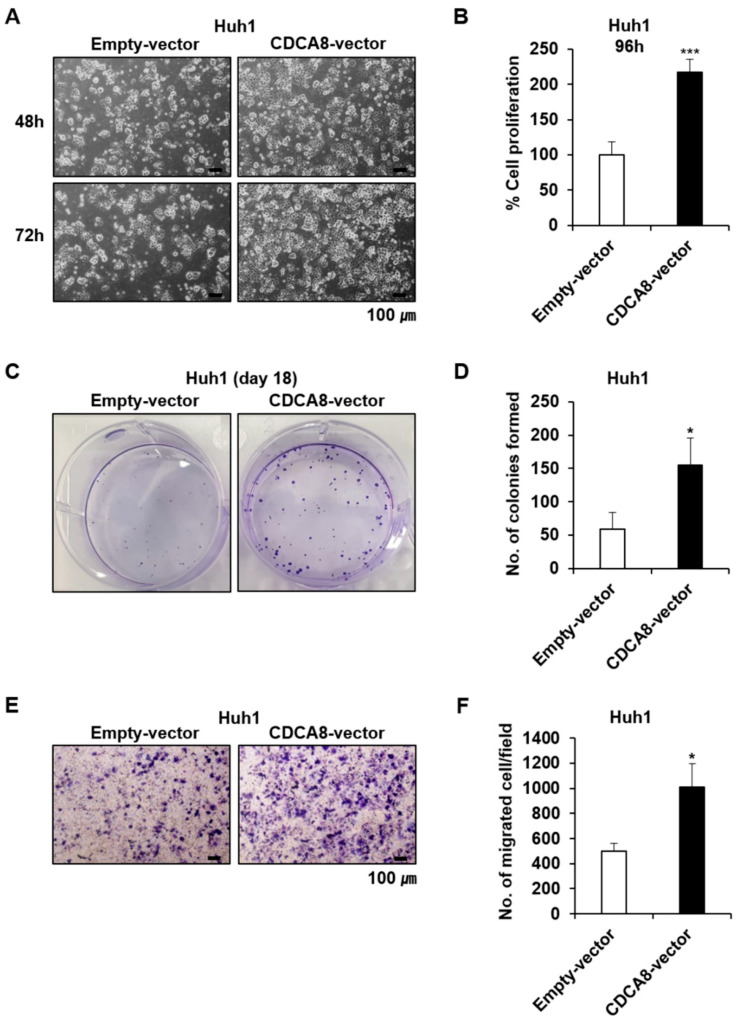
CDCA8 promotes proliferation and migration of CRC cells. (**A**,**B**) Representative light microscopy images (**A**) and the number of proliferative Huh1 cells (**B**) transfected with empty control vector or CDCA8-overexpressing vector for 96 h. (**C**,**D**) Observation of changes in the clonogenicity (**C**) and the number of colonies (**D**) after 18 days of the indicated treatments. (**E**,**F**) Representative light microscopy images (**E**) and the number of migratory Huh1 cells (**F**) transfected with empty control vector or CDCA8-overexpressing vector. Empty-vector, transfected with empty control vector; CDCA8-vector, transfected with CDCA8-expressing vector. * *p* < 0.05; *** *p* < 0.001 vs. control.

**Figure 5:**
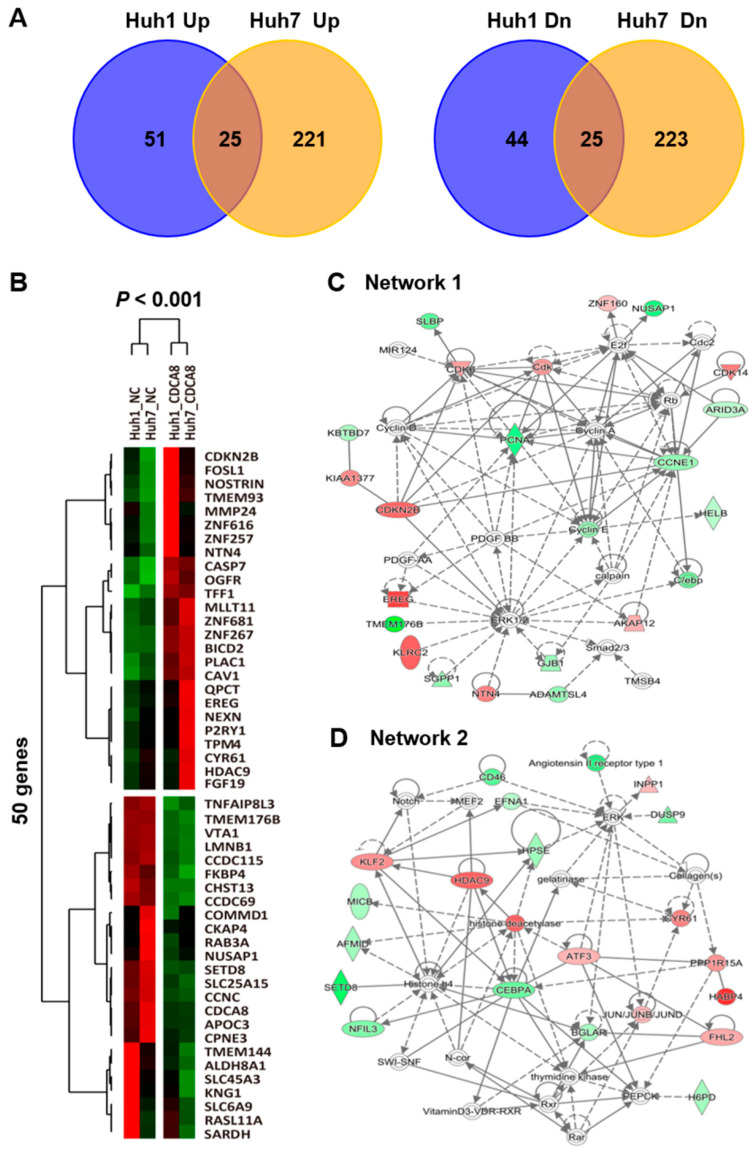
Global observation of dysregulated genes in HCC cells with CDCA8 depletion. (**A**) The number of genes dysregulated in Huh1 and/or Huh7 cells over 48 h of CDCA8-1siRNA treatment. (**B**) A heat map of the 50 commonly up- or downregulated genes in Huh1 and Huh7 cells. *p* < 0.001, red (upregulated) and green (downregulated). (**C**,**D**) Two putative ingenuity pathway analysis (IPA) top networks highly associated with PCNA (**C**) or ATF3 (**D**).

**Figure 6:**
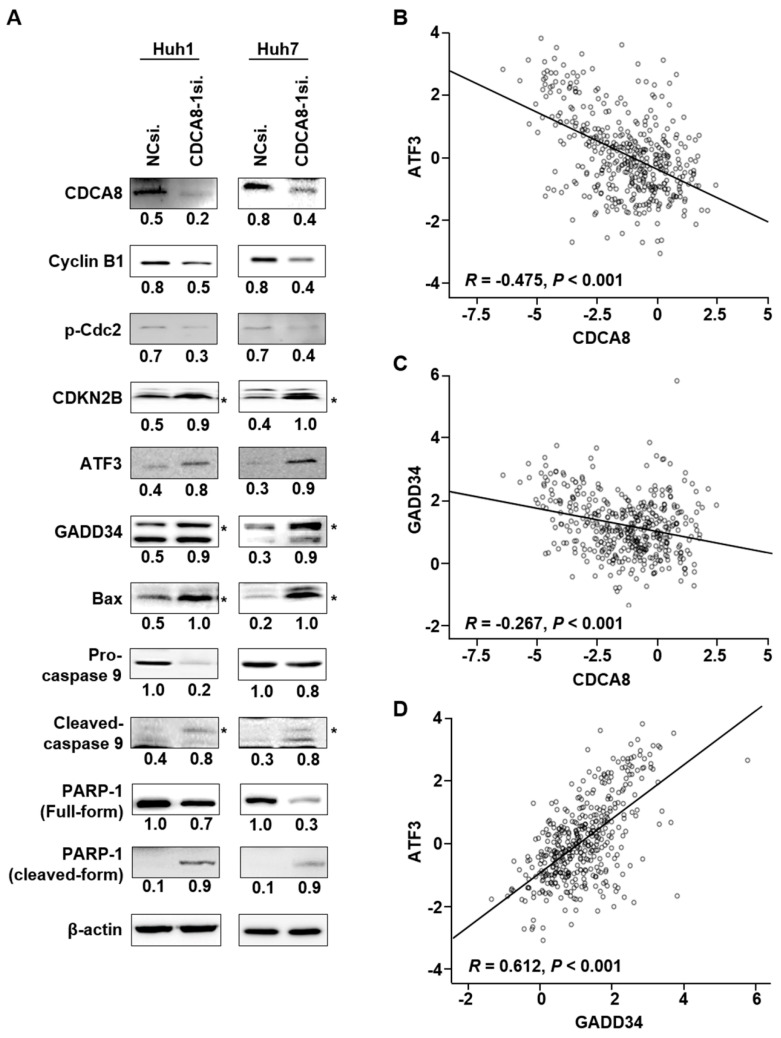
Targeting CDCA8 enhances apoptotic signaling through activation of the ATF3 and GADD34 tumor suppressors. (**A**) Western blot analysis of the expression of CDCA8 and the indicated proteins functionally related to cell proliferation, apoptosis, or cell cycle regulation. The proteins were prepared at 48 h after transfection with CDCA8-1siRNA. β-actin was detected as a loading control. * exact position of target protein band when measured with molecular weight markers (refer to Figures S5 and S6). (**B**–**D**) The correlation among the expressions of CDCA8, ATF3, and GADD34 in HCC tissues. TCGA data showed that CDCA8 had a negative correlation with ATF3 (**B**) and GADD34 (**C**), and there was a positive association between ATF3 and GADD34 (**D**).

**Figure 7:**
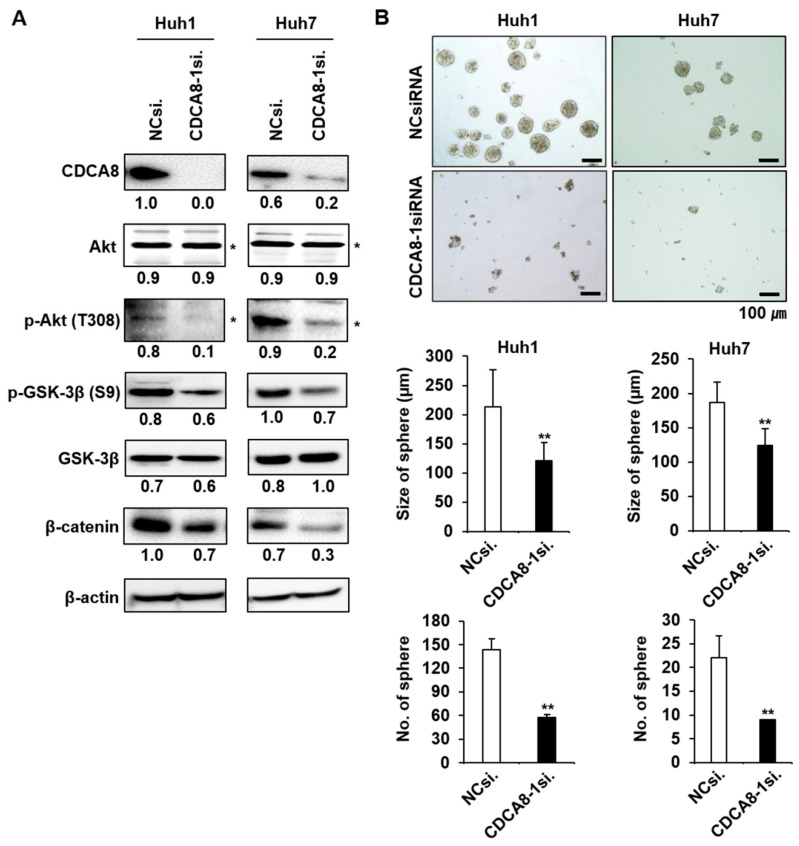
Silencing of CDCA8 inactivates AKT/β–catenin signaling and inhibits sphere formation. (**A**) Western blot analysis of CDCA8 and the indicated proteins functionally involved in AKT/β–catenin signaling. (**B**) Detection of sphere formation in HCC cells treated with NCsiRNA or CDCA8-1siRNA. * exact position of target protein band when measured with molecular weight markers (refer to Supplementary Figure S7). ** *p* < 0.01 vs. control. Scale bar = 100 μm.

**Figure 8:**
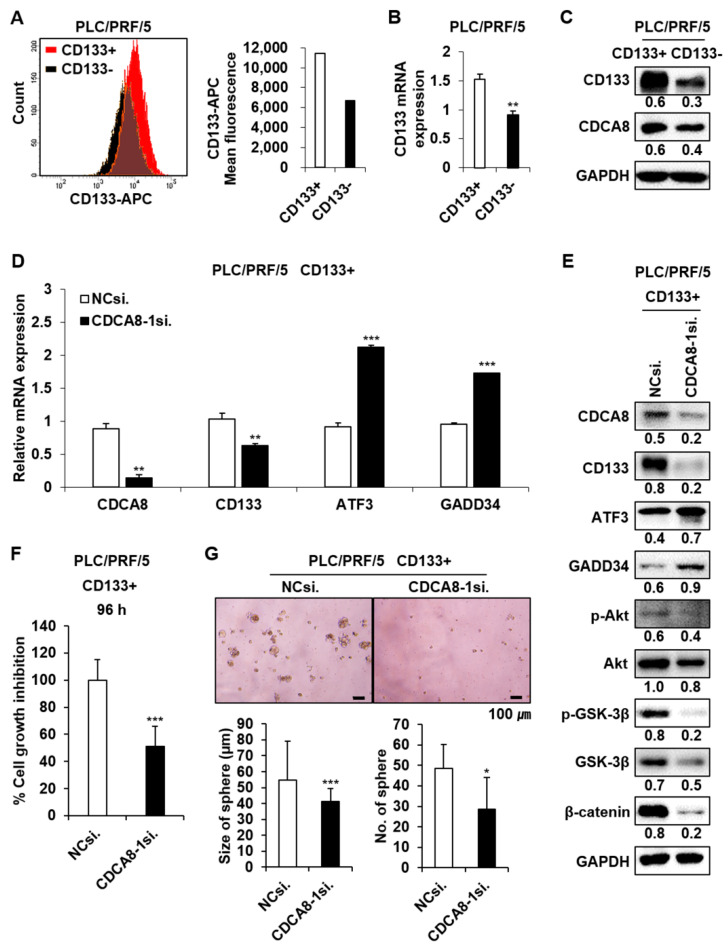
Targeting CDCA8 reduces CD133 expression and inhibits growth and spheroid formation in the CD133^+^ PLC/PRF/5 cell population. (**A**) Isolation of the CD133^+^ population from the PLC/PRF/5 parental cell culture. (**B**) Relative level of CD133 mRNA between CD133^+^ and CD133^−^ cell population. (**C**) Relative levels of CD133 and CDCA8 proteins between CD133^+^ and CD133^−^ cell populations. (**D**) Changes in mRNA expression of the indicated genes in the CD133^+^ population treated with CDCA8-1siRNA. (**E**) Changes in the levels of the indicated proteins in the CD133^+^ population treated with CDCA8-1siRNA. (**F**,**G**) Inhibition of growth (**F**) and spheroid formation (**G**) in the CD133^+^ population treated with CDCA8-1siRNA. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 vs. control. Scale bar = 100 μm.

**Figure 9:**
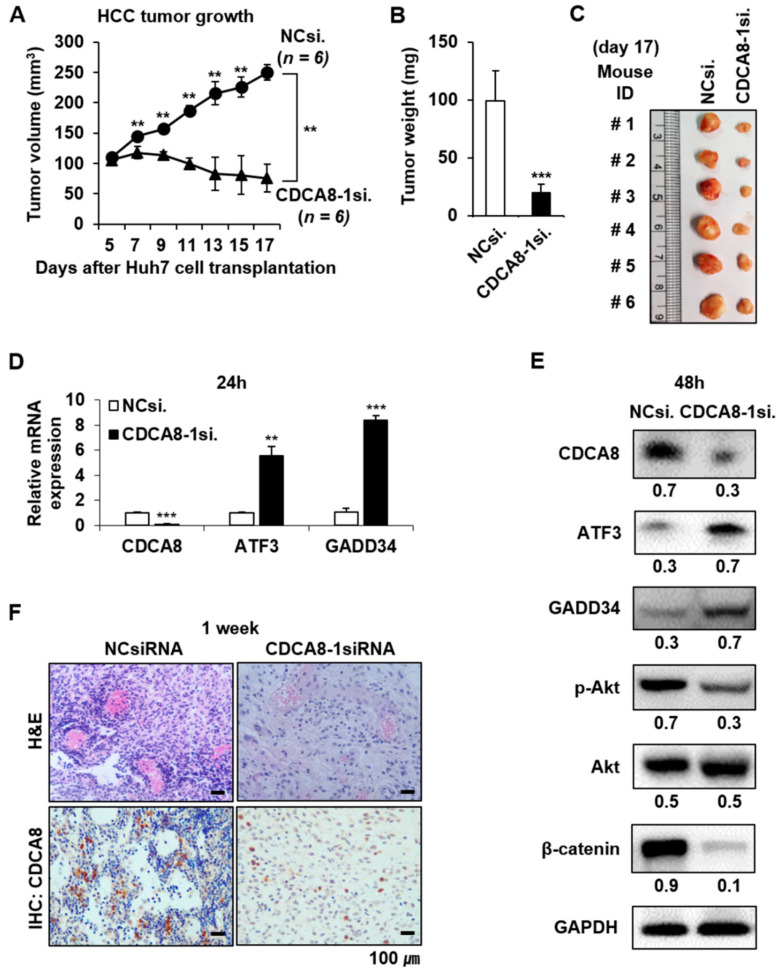
CDCA8 silencing suppresses HCC growth in vivo. (**A**) Kinetics of tumor growth: Huh7 cells transfected with NCsiRNA or CDCA8-1 siRNA for 24 h were subcutaneously injected into nude mice. Tumor diameters were measured on the indicated days with digital calipers (** *p* < 0.01 (*n* = 6 vs. *n* = 6)) by normality assumption test. (**B**,**C**) Average tumor weight (**B**) and gross tumor morphology (**C**) at 17 days after Huh7 cell transplantation. (**D**) Detection of mRNA expression of CDCA8, ATF3, and GADD34 genes in tumors 24 h after the third injection of CDCA8-1siRNA. ** *p* < 0.01; *** *p* < 0.001 vs. control. (**E**) Levels of CDCA8 and the indicated proteins in tumors 48 h after the third injection of CDCA8-1siRNA. (**F**) Detection of proliferative tumor cells and CDCA8 target protein in tumors 1 week after the third injection of CDCA8-1siRNA. Scale bar = 100 μm.

## Data Availability

The data presented in this study are available from the corresponding author on request. The raw data of RNA sequencing were deposited at the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo, accessed on 14 February 2017) under accession number GSE77992.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/13/5/1055/s1, Figure S1: Treatment of CDCA8-3siRNA decreases clonogenicity and migration ability in HCC cells, Figure S2: Basal expression of CDCA8 and induction of CDCA8 expression in HCC cells, Figure S3: Silencing of CDCA8 leads to G2/M cell cycle arrest in HCC cells, Figure S4: Targeting CDCA8 reduces mRNA expression of CD133 in PLC/PRF/5 parental cell culture, Figure S5: Uncropped original Western blots of Figure 6A, which were incubated with CDCA8, cyclin B1, p-cdc2, procaspase-9, CDKN2B, ATF3 or GADD34 antibody, Figure S6: Uncropped original Western blots of Figure 6A, which were incubated with Bax, cleaved caspase 9, full form of PARP/cleaved PARP-1 or β-actin antibody, Figure S7: Uncropped original Western blots of Figure 7A, which were incubated with CDCA8, β-catenin, Akt, p-Akt, pGSK-3β, GSK-3β or β-actin antibody, Figure S8: Uncropped original Western blots of Figure 8C and 8E, which were incubated with CDCA8, CD133, Akt, p-Akt, β-catenin, pGSK-3β, GSK-3β, ATF, GADD34 or GAPDH antibody, Figure S9: Uncropped original Western blots of Figure 9E, which were incubated with CDCA8, ATF3, GADD34, Akt, p-Akt, β-catenin or GAPDH antibody, Figure S10: Uncropped original Western blots of Figure S2B and S2D, which were incubated with CDCA8, GAPDH, Flag or β-actin antibody.

How the deposited data were processed for this re-analysis (not part of the article)

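RNA of Huh1 and Huh7 cells was sequenced 48 h after transfection with 15 nM NCsiRNA or CDCA8-1siRNA, in 4 libraries, 1 for each cell line and siRNA. The libraries were mapped to conditions from their labels and from the paper, which gives the siRNA variant, dose and time. The labels give Illumina TruSeq RNA as the kit for the libraries. No library was left out.

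The authors deposited RPKM values, 1 for each of 18398 RefSeq transcripts per library, and did not state the unit. It was deduced from the values, which after multiplication by transcript length fall on whole multiples of the value of 1 read. The aligner, the genome build, the annotation and any filter that the authors used are not stated in the paper. Transcript lengths, 3'UTRs and gene positions came from GENCODE release 29 on GRCh38, matched by RefSeq identifier for 17768 rows and by symbol for 330 rows, ATF3 among the latter, while 300 rows had no match.

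The constant of each library corresponds to 13384836 reads for Huh1 with NCsiRNA, 13193713 for Huh1 with CDCA8-1siRNA, 12197606 for Huh7 with NCsiRNA and 12266642 for Huh7 with CDCA8-1siRNA. The number of reads behind a gene was taken from its RPKM, its transcript length and that constant. Where the GENCODE length differs from the length that the authors used, this number and the SD from it are off. The SD that sampling of reads gives a log2 fold change was computed from these numbers on the log2(RPKM + 1) scale, and it holds no variation between cultures. The numbers of reads were used only to describe precision, and no test for counts was applied.

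Fold changes were differences of log2(RPKM + 1) between CDCA8-1siRNA and NCsiRNA within a cell line, over genes with at least 1 RPKM in at least 1 of the 2 libraries. A gene was called changed at 2-fold, the paper's threshold. The overlap of the lists was tested with Fisher's exact test. The bootstrap method of the paper could not be repeated, because its design is not described and there is 1 library per condition. In its place, limma 3.58.1 in R 4.3.3 was fitted to all 4 libraries (lmFit, then eBayes with a mean-variance trend) with the cell line as a covariate, and p-values were adjusted by the Benjamini-Hochberg method. The genes named in the text were fixed by a rule written before the processed files arrived. They are every gene that the paper names as measured, the genes of Figure 5B, the coloured genes of Figure 5C,D, the other members of the chromosomal passenger complex, and up to 10 genes outside these with the largest change among those changed 2-fold in both cell lines, of which there were 0. Histone genes and genes with a 3'UTR site were named later, in the closing observations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest.

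The steps were tested on simulated libraries with 200 changed genes. Genes carrying 1 chosen stretch of 7 bases in the 3'UTR were also lowered by a smaller amount. Every gene had a small random change in each cell line as well. The value of 1 read was recovered, 88% of changed genes were called 2-fold in both cell lines with 0 unchanged genes called, and limma gave an adjusted p-value under 0.05 for 99% of them. However, limma also gave an adjusted p-value under 0.05 for 49 of 9595 unchanged genes. That was 19.8% of the calls, leaving aside genes with the chosen stretch, whose true calls would lower the share. The adjusted p-values of limma may therefore understate the rate of false calls there. With only the small random change, limma called 2 genes.

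The alternatives tried were a pseudocount of 0.1 RPKM, no filter on low values, a minimum of 5 RPKM, quantile normalization, scaling to the upper quartile, limma without the cell line covariate, limma without the trend, and ranking among 200 in place of 500 genes. Fold changes without a pseudocount, and a grid of pseudocounts and minimum values, were added after seeing the data. The sampling SD was first computed for the plain ratio and was moved to the log2(RPKM + 1) scale after the results had been seen. Pathway analysis was not rerun, and the data behind the RT-PCR, western blots, patient survival, sorted cells and tumors are not in the files analysed here.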

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

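Of the genes named in the paper, CTNNB1 (beta-catenin), PROM1 (CD133) and GSK3B moved in opposite directions in Huh1 and Huh7, each as 1 library against 1 library. The difference between the cell lines was not tested against replicates, since there are none. CTNNB1 had a log2 fold change of 0.0850 in Huh1 and -0.0434 in Huh7, PROM1 of 0.135 in Huh1 and -0.271 in Huh7 and GSK3B of 0.284 in Huh1 and -0.0179 in Huh7. The technical explanation weighed was sampling of reads, with a prediction written after the fold changes had been seen. In units of the sampling SD, CTNNB1 was at -1.73 in Huh7, PROM1 at 1.21 in Huh1 and GSK3B at -0.164 in Huh7. Sampling alone could therefore give the opposite signs, which is a separate question from the size of the difference. For GSK3B the difference between the cell lines was 1.87 times its sampling SD, with a transcript length of 1636 nucleotides. If the deposited values rest on a longer transcript, there were more reads, the SD is smaller and the multiple is larger. Whether sampling alone could give the difference for GSK3B is therefore not settled. With the main settings it was 3.26 times for CTNNB1 and 3.51 times for PROM1, more than sampling readily gives. As plain ratios these were 1.88, 3.26 and 3.10 times. The scale of this SD was corrected after a first calculation had been seen, and the outcomes for these genes are the same on both scales. The outcome for CTNNB1 depends on the normalization, however. With quantile normalization CTNNB1 was higher in both cell lines, with a log2 fold change of 0.00662 in Huh7. The difference between the cell lines was smaller there and was not set against its sampling SD. An excess over sampling is therefore not established for CTNNB1. Variation between cultures is not part of the SD and was not measured, so none of these differences can be told apart from it. No biological explanation was tested.

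Histone genes of the HIST1, HIST2 and HIST3 clusters, which the paper does not discuss, had higher values in Huh7 with CDCA8-1siRNA. Whether the libraries captured all forms of histone mRNA is not stated and was not tested. The values therefore need not follow the total level of these mRNAs. In Huh7, 21 of 22 such genes that passed the filter were higher and 12 at least 2-fold, with a median log2 fold change of 1.02. HIST1H2BD went from 3.33 to 21.5 RPKM. Of the 22 that passed the filter in Huh1, 14 were higher, with a median of 0.153. These are not all the same genes as in Huh7, and the difference between the cell lines was not tested. The predictions for this pattern were written after the pattern was noticed and before each test. For short transcripts, genes matched in length and expression had a median log2 fold change of 0.0852, although the matched genes were longer (median 1267 against 606.5 nucleotides). A comparison added after that result, of 103 other genes no longer than the median histone transcript, gave -0.00987. For a change of all histone mRNAs, 8 histone genes outside the clusters had a median of -0.168. For reads shared between histone paralogs, only 1 of the 22 cluster genes had Huh7 values made of whole reads (tolerance 0.05). That test used transcript lengths of GENCODE release 29, which may differ from those behind the deposited values. A wrong length alone makes whole reads look divided. The test therefore cannot decide whether shared reads gave the pattern.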

How the results depend on the processing

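The alternatives were chosen before the processed files arrived, except for fold changes without a pseudocount and the grid described with the differences, which were chosen after seeing the data. No replicate could be left out, because each condition has 1 library. The replicate block was not run because there are no replicates to pair. Of 1108 values of single named genes or of their ranks under an alternative, 1033 stayed within their sampling error and 75 did not, 37 of these without a pseudocount and 31 with a pseudocount of 0.1 RPKM. The 1033 include 192 fold changes with no filter and 146 with a minimum of 5 RPKM. A filter leaves a gene's fold change as it is, so these could not move. Only CTNNB1 in Huh7 changed sign, from -0.0434 to 0.00662 with quantile normalization. The direction of all 39 network genes held under quantile normalization and upper quartile scaling. A different pseudocount or filter cannot alter a direction. The odds ratio of the overlaps ranged from 35.7 to 167 for higher genes and from 115.1 to 382 for lower genes, and stayed past the threshold of the test.

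The counts of 2-fold genes depended on the pseudocount, since 1 RPKM shrinks the fold changes of low genes. With 0.1 RPKM, up and down genes numbered 107 and 57 in Huh1, 269 and 153 in Huh7 and 33 and 22 in both cell lines, 45 genes of Figure 5B reached 2-fold in both, 50 genes combined 2-fold with a limma p-value of 0.001 or less, and the correlation between cell lines was 0.559. Without a pseudocount, the counts were 131 and 61 in Huh1, 291 and 169 in Huh7 and 35 and 22 in both, with 45 genes of Figure 5B, 48 genes with limma and a correlation of 0.553. Quantile normalization gave 22 higher genes in Huh1 and 6 in both cell lines. The correlation was 0.508 with no filter, where low genes enter, and 0.667 with a minimum of 5 RPKM.

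The limma counts were the least stable. With no filter, 0 genes had an adjusted p-value under 0.05 and 0 combined 2-fold with a p-value of 0.001 or less. In that fit 1359 genes had a residual SD of 0 and the estimated prior was worth 0.917 degrees of freedom against 8.29. Without the cell line covariate both counts were also 0, and the median residual SD was 0.3401 against 0.0764, since the difference between Huh1 and Huh7 then enters it. With quantile normalization 1624 genes had an adjusted p-value under 0.05 against 1061, with a prior worth 47.2 degrees of freedom. With 1 residual degree of freedom, these counts rest largely on the prior.

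The depth limits low genes. BGLAP, with 11 to 24 reads per library, has a sampling SD of 0.312 in Huh1 and 0.330 in Huh7.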

Differences from the paper's values

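The paper's count of transcripts changed at least 2-fold is 145 in Huh1 and 494 in Huh7, against 54 and 182 here. A pseudocount of 0.1 RPKM gave 164 and 422, each within 1.5 times the paper's count. No filter (54 and 182), a minimum of 5 RPKM (46 and 151), quantile normalization (42 and 183) and upper quartile scaling (54 and 172) did not come within it. With a pseudocount of 1 RPKM, a gene under 1 RPKM in both libraries cannot reach 2-fold. Leaving out the filter could therefore not change these counts or the list common to both cell lines. The paper's p-value criterion is not part of these counts.

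The paper's list common to both cell lines has 50 genes, 25 up and 25 down, against 21 here, 11 up and 10 down. A pseudocount of 0.1 RPKM gave 55, 33 up and 22 down, each within 1.5 times. The other alternatives set before the files arrived gave 21 (no filter), 21 (at least 5 RPKM), 18 (quantile normalization) and 22 (upper quartile scaling), and none of these closed the gap. With a limma p-value of 0.001 or less required as well, the count was 21 with the main settings and 50 with a pseudocount of 0.1 RPKM, which equals the paper's 50. Of those, 31 were up and 19 down, 42 are drawn in Figure 5B and 8 are not. The other alternatives gave 0 (no filter), 0 (no cell line covariate), 21 (at least 5 RPKM), 21 (no trend), 18 (quantile normalization) and 22 (upper quartile scaling).

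The paper's figure gives about 76 higher and about 69 lower genes in Huh1 (Fig. 5A, read by eye), against 35 and 19 here. For Huh7 it gives about 250 higher and about 250 lower genes (Fig. 5A, read by eye), against 101 and 81 here. A pseudocount of 0.1 RPKM came within 1.5 times for the higher genes of both cell lines (107 and 269) and for the lower genes of Huh1 (57), not for the lower genes of Huh7 (153). None of the other alternatives set before the files arrived closed these gaps.

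Without a pseudocount, an alternative chosen after seeing the values, the counts were 192 in Huh1, 460 in Huh7 and 57 in both cell lines (35 up and 22 down), or 48 in both with the limma criterion, each within 1.5 times the paper's count. By direction it gave 131 higher and 61 lower genes in Huh1, and 291 and 169 in Huh7, within 1.5 times of the figure except for the higher genes of Huh1. A grid of 24 combinations of pseudocount and minimum RPKM was also tried, likewise chosen after seeing the values. Of these, 1 reached 145 in Huh1 (no pseudocount and at least 1.5 RPKM), and 4 reached 25 higher genes in both cell lines (a pseudocount of 0 or 0.1 with at least 3 RPKM, 0.3 with 1.5 RPKM, and 0.5 with 0.5 RPKM). None reached 494, the common 50 or the 25 lower genes, no combination reached more than 1 of the 5 values, and 5 combinations had all 5 values within 1.5 times of the paper's.

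The paper counts ATF3 among its commonly dysregulated genes, but ATF3 is not drawn in Figure 5B, and its RPKM ratio was 1.64 in Huh1 and 1.68 in Huh7. Of the genes drawn there, CHST13, COMMD1 and RASL11A had ratios of 0.521, 0.519 and 0.549 in Huh7, short of a 2-fold decrease.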

Other observations

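The hypothesis of siRNA seed matches in other mRNAs was tested for the genes lower in both cell lines. A seed is the stretch near the 5' end of the guide strand that can pair with 3'UTRs. The sequence of CDCA8-1siRNA is not given in the paper, so its seed can only be inferred. The prediction was written after the pattern of lower genes had been noticed and before the scores were computed. Every 7-mer was scored by the log2 fold changes of the genes whose 3'UTR carries it, adjusted for 3'UTR length, base composition and expression. The prediction was that the lowest 7-mer would be the same in both cell lines and lie in the CDCA8 mRNA. The lowest of 16355 7-mers in Huh1, AGTCCAT, had rank 1 in Huh7 also. Genes with it differed from the rest by a mean log2 fold change of -0.107 in Huh1 (832 genes) and -0.177 in Huh7 (895 genes). It occurs 1 time in the CDCA8 transcript, at base 731, outside the 3'UTR. The 10 lowest 7-mers hold 5 from the CDCA8 mRNA in Huh1 and 4 in Huh7. How unusual these counts are was not tested, and the 7-mers are not independent, as many of them overlap each other in sequence. The outcome that would have spoken against the explanation, none of the 10 in that mRNA, was a loose criterion. With 13.2% of all 7-mers in the mRNA, 10 random ones include at least 1 from it with a chance of 75.7%, which is not the chance of the counts seen. A candidate explanation for part of the lower genes is a seed effect of CDCA8-1siRNA that does not pass through CDCA8. A regulator with the same site that responds to CDCA8 itself was not tested, and the guide sequence or a second siRNA would be needed to decide.

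NCsiRNA, whose sequence the paper gives, was tested in the same way for loss of NCsiRNA seed repression, with the antisense strand taken as the guide. The site for its bases 2 to 8, TCGGAGA, ranked 2 from the top in both cell lines, a percent rank of 0.0122 in Huh7. The mean log2 difference was 0.141 in Huh1 (188 genes) and 0.153 in Huh7 (198 genes). The 7-mer at the top in both, CGGAGAA, is the site for bases 1 to 7. Part of the higher genes may thus reflect repression by the control siRNA, which remains a hypothesis.

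The genes of Figure 5B were then examined, with predictions written after the 7-mer scores and before the counts. With all 50 left out of the scores, AGTCCAT still had rank 1 in both cell lines. It lies in the 3'UTR of 7 of 23 lower genes (30.4%) against 789 of 10145 other genes (7.78%), with an odds ratio of 5.19 (1-sided Fisher's exact test, p = 0.00141). The 7-mer was itself chosen from the same libraries. TCGGAGA or CGGAGAA lies in the 3'UTR of 4 of 24 higher genes (16.7%) against 333 of 10145 (3.28%), with an odds ratio of 5.89 (1-sided Fisher's exact test, p = 0.00745). These p-values are not adjusted for the pair of tests. Unlike the scores, the counts are also not adjusted for 3'UTR length, base composition or expression, and a longer 3'UTR holds any 7-mer more often. The lower genes with AGTCCAT are CCDC69, CCNC, CPNE3, FKBP4, TMEM144, TMEM176B and VTA1, and the higher genes with an NCsiRNA site are BICD2, MMP24, TPM4 and ZNF257. Of the other named genes, AFMID, CD46, CEBPA, H6PD, HELB, HPSE, KBTBD7, NFIL3, PROM1 and SLBP carry AGTCCAT and CDK14, CDK6, HABP4 and INCENP carry an NCsiRNA site. The 3'UTRs of ATF3, PPP1R15A, PCNA and BGLAP hold none of these 7-mers.

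For genes that the paper measured as proteins, the RNA values are as follows. The paper's blots for CDK1, CASP9, PARP1 and AKT include phosphorylated or cleaved forms, which RNA does not measure. CDKN2B rose from 8.81 to 19.0 RPKM in Huh1 and from 5.02 to 13.5 RPKM in Huh7. The log2 fold change was -0.232 in Huh1 and -0.182 in Huh7 for CCNB1, -0.187 in Huh1 and -0.603 in Huh7 for CDK1, -0.110 in Huh1 and -0.241 in Huh7 for BAX, -0.267 in Huh1 and -0.0136 in Huh7 for CASP9 and -0.111 in Huh1 and -0.219 in Huh7 for PARP1. It was 0.338 in Huh1 and 0.282 in Huh7 for AKT1 and -0.258 in Huh1 and -0.448 in Huh7 for AKT2. Among the other members of the chromosomal passenger complex, BIRC5 had 0.206 in Huh1 and 0.758 in Huh7, AURKB -0.210 in Huh1 and -0.578 in Huh7 and INCENP -0.188 in Huh1 and -0.351 in Huh7. With NCsiRNA, CDCA8 was 24.1 RPKM in Huh1 and 51.5 RPKM in Huh7 (no replicates).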
